A study of Mus musculus with 2 samples. Its data were reported in "HIRA Is Required for Heart Development and Directly Regulates Tnni2 and Tnnt3" (2016).

How the data were processed

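Chromatin from 30 pooled wild type CD1 mouse hearts at embryonic day 12.5 was cross-linked with EGS and formaldehyde and immunoprecipitated with the WC15 antibody against HIRA, a histone chaperone that places the histone variant H3.3 on chromatin. Input chromatin of the same pool served as the control. In ChIP-seq the precipitated DNA is sequenced, and places where reads pile up over the input are called as peaks. The design holds 1 ChIP library and 1 input library, so there are no replicates, and the error between hearts or between immunoprecipitations cannot be estimated. The peak list of the ChIP library was analysed here. The reads of both libraries were not analysed here, so their depth is unknown.

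According to the methods of the study, the authors aligned the reads to mm10 with Bowtie2, removed duplicate and poor quality reads, and called peaks with the MACS algorithm inside the Strand NGS software. Per the file headers the ChIP sample was set against the input sample with a p-value cutoff of 0.001, an average fragment length of 200 bases, an effective genome size of 1870000000 bases, enrichment factor limits of 5 and 50, a dynamic lambda and a padding of 5000 bases. The cutoff in the methods of the study is stricter than the one in the header, and which of them made the list is not known. The deposited list gives the chromosome, start and end of each peak and no score, height or p-value. Each peak therefore counted once, and peaks could be ranked only by width. How reads that align to several places were treated is not stated, and this can change which repeated sequences appear in the list.

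The positions were compared with the GRCm38.p6 assembly, which is the mm10 build. Of the 6624 peaks, 0 ran past the end of a chromosome and 0 contained an N base. Only the 21 placed chromosomes were used. The deposited list counts from 0, and all positions are given here counted from 1. Lower-case bases of the assembly are called soft-masked. They mark repeats, and the program that marked them is not stated in the assembly file. Genes, transcripts and exons came from GENCODE release M21 (55413 genes on the placed chromosomes, of which 21938 are protein-coding), and RefSeq genes of the same assembly (49598) served as an alternative.

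Each peak was put in 1 class by its midpoint, in the order promoter (within 1 kb of a transcript start), exon, intron and intergenic. Intron numbers refer to the transcript of the gene with the greatest summed exon length. The repeats GAGAGAGA, CACACACA, ATATATAT and CGCGCGCG were searched on both strands as exact 8-base matches inside the peak. A gene was counted when a peak lay in its body or within 5 kb of it. The distance between neighbouring peaks was taken between midpoints. For each of these measures the list was compared with 1000 random placements, in which each peak was moved to a random place of the same width on its own chromosome without N bases. This is a permutation test of positions. Its two-sided p-value is the share of placements at least as far from their mean as the deposited list, the list included, and 0.001 is the smallest that 1000 placements can give. For the X and Y chromosomes all peaks were placed at random over the 21 chromosomes in proportion to the length without N. For a set of 19 genes the median distance to the nearest peak was compared with 10000 random sets of autosomal genes, each drawn from the 200 genes nearest in length. P-values of these 14 tests were adjusted together with the Benjamini-Hochberg method, with 0.05 as the threshold. They describe this list and say nothing about variation between hearts. Shares carry 95% Wilson confidence intervals, which cover counting error only.

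The genes named were fixed at the start, from the questions of the study. They are Tnni2, Tnnt3, Lsp1, Epha3, Slc9a3r1 and Abca4 (changed in expression or assayed for binding), Popdc2 (assayed as bound by NKX2.5 and not by HIRA), Casq1, Acta1, Krt8, Krt19, Slc4a1 and Tnnt1 (changed in expression), and Myh6, Myh7, Gata4, Nkx2-5 and Tbx5 (cardiac genes not changed). The single peaks named are those in or within 5 kb of the first 6 genes, the peak nearest to each of these and to Popdc2, and the 5 widest of the list. Of the 19 genes and of the widest peaks, 1 each is not reported here.

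Other settings, chosen before the data were examined, were the wider peaks (3233 above the median width), autosomes alone, peaks within 1 kb of each other merged, placements matched to the GC content of the peak within 2 percentage points, and other definitions of the class, motif, gene window and spacing. For 228 peaks fewer than 1000 GC-matched places were found, and those found were drawn with replacement. After the data were examined, RefSeq genes, runs of 24 purines or pyrimidines and a count of repeated words were added. For the last, every 32-base word of the peaks, of 50 placements and of 50 GC-matched placements was looked up on both strands of the 21 chromosomes, and a word found more than once is called multi-copy. With 50 placements the smallest p-value is 0.02. Reads can be longer than 32 bases, so a multi-copy word does not by itself mean that reads could not be placed.

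The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The placement test was tested on simulated data, with 478 simulated peaks on chromosome 1 and 200 placements. With 100 peaks seeded on a GAGAGAGA match, 110 peaks held the repeat against a mean of 17.2 in the placements. With 50 peaks seeded on a transcript start, 65 were in the promoter class against 24.9, and with 50 peaks seeded 5 kb from another, 60 neighbours lay within 10 kb against 11.5. In a set with nothing seeded the smallest p-value over 6 measures was 0.338. The word count found all 469 planted multi-copy words.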

Results

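The study asked if HIRA acts directly on the genes whose expression changes without it, and performed ChIPseq of HIRA on wild type mouse hearts at E12.5. The data consist of 1 list of peaks from 1 library of 30 pooled hearts, called against the input. There are no replicates, and the list gives positions without heights.

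The list held 6624 peaks. Their median width was 185 bases (95% confidence interval 184 to 186), the quartiles were 169 and 207 bases, and the range was 158 to 5806 bases. Only 58 peaks (0.876%) were wider than 500 bases. Together the peaks covered 1348 kb, or 0.0509% of the sequence without N. Merging peaks within 1 kb of each other left 6543.

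Peaks were found on all 21 chromosomes. The autosomes carried 6066 peaks, a density of 2.53 per Mb, with a range from 2.24 per Mb on chromosome 16 to 2.89 per Mb on chromosome 7. The X chromosome carried 400 peaks (2.45 per Mb), and its density relative to the autosomes was 0.966 times that of random placement, which did not differ from chance (permutation p = 0.506, adjusted p = 0.506). The Y chromosome carried 158 peaks (1.79 per Mb), 0.709 times random placement (permutation p = 0.001, adjusted p = 0.0016). These placements went by length alone, and the sex of the pooled hearts is not stated. The number of copies of X and Y in the cells was therefore not allowed for, and neither ratio measures binding per copy. The order depended on the length used. With soft-masked bases left out of the length, which removes 96.3% of Y, 46.8% of X and 33.5% of the autosomes, the ratio was 1.20 for X and 12.6 for Y.

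**Figure D1:**
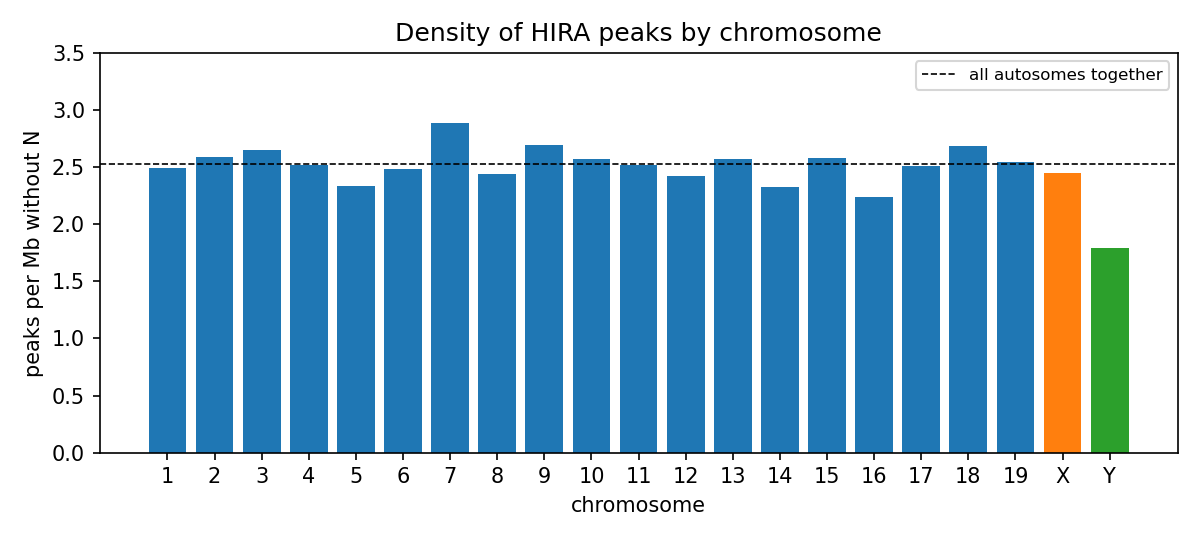
Bars give the number of HIRA peaks per Mb of sequence without N for each chromosome of 1 pooled library, and the dashed line gives the density of all autosomes together (2.53 per Mb). The autosomes lie between 2.24 and 2.89 per Mb, X at 2.45 and Y at 1.79.

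The study asked in which parts of the genome HIRA peaks lie. Of the 6624 midpoints, 3620 were intergenic (54.6%, interval 53.4 to 55.8%), 2400 were in introns (36.2%, 35.1 to 37.4%), 499 lay within 1 kb of a transcript start (7.53%, 6.92 to 8.19%) and 105 were in other exonic sequence (1.59%, 1.31 to 1.92%). Random placement of the same peaks gave on average 52.0% intergenic, 38.7% intron, 6.10% promoter and 3.23% exon. The intergenic share was 1.05 times the random mean and the promoter share 1.23 times, and both lay above all 1000 placements. The intron share was 0.937 times and the exon share 0.491 times, below all placements (permutation p = 0.001, the smallest they can give, and adjusted p = 0.0016 for each class). The promoter share changed direction with the reference. Against placements matched for GC content it was 0.909 times the mean (8.29%, permutation test, adjusted p = 0.0266). The intergenic and intron shares changed direction when only peaks and placements free of multi-copy 32-base words were compared, to 0.751 and 1.05 times (permutation test, adjusted p = 0.0275 for each).

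The next comparison concerns the GAGAGAGA repeat, which the study named as the consensus of its peaks. It occurred on either strand in 1063 peaks (16.0%, interval 15.2 to 17.0%). The placements held it in 3.56% on average, with a range of 2.94 to 4.38%. The ratio was 4.50 (permutation p = 0.001, adjusted p = 0.0016). The definition of the repeat moved this ratio most, from 1.47 with 1 mismatch allowed (35.7% of peaks) to 9.51 for a 12-base repeat (13.2% of peaks). Of the 1063 peaks, 1042 held a match in soft-masked sequence, but soft-masking marks repeats and can cover the repeat itself. In unmasked sequence 33 peaks held a match, 0.678 times the random mean (permutation p = 0.027). The peaks also hold less unmasked sequence than the placements, and per unmasked base the ratio was 1.28 (permutation p = 0.0579).

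Other dinucleotide repeats of the same length were counted for reference. CACACACA or its complement was in 888 peaks (13.4%, interval 12.6 to 14.2%), 2.19 times the random mean of 6.13% (permutation test, adjusted p = 0.0016). CGCGCGCG or GCGCGCGC was in 22 peaks (0.332%, 0.219 to 0.502%), 2.55 times the mean (permutation test, adjusted p = 0.0016), but 1.23 times against GC-matched placements (permutation test, adjusted p = 0.364). ATATATAT or TATATATA was in 199 peaks (3.00%, 2.62 to 3.44%), 1.16 times the mean (permutation p = 0.034, adjusted p = 0.0432). It was 1.83 times against GC-matched placements and 0.810 times with 1 mismatch allowed (permutation test, adjusted p = 0.0014 for each), so the direction depended on the definition of the repeat.

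**Figure D2:**
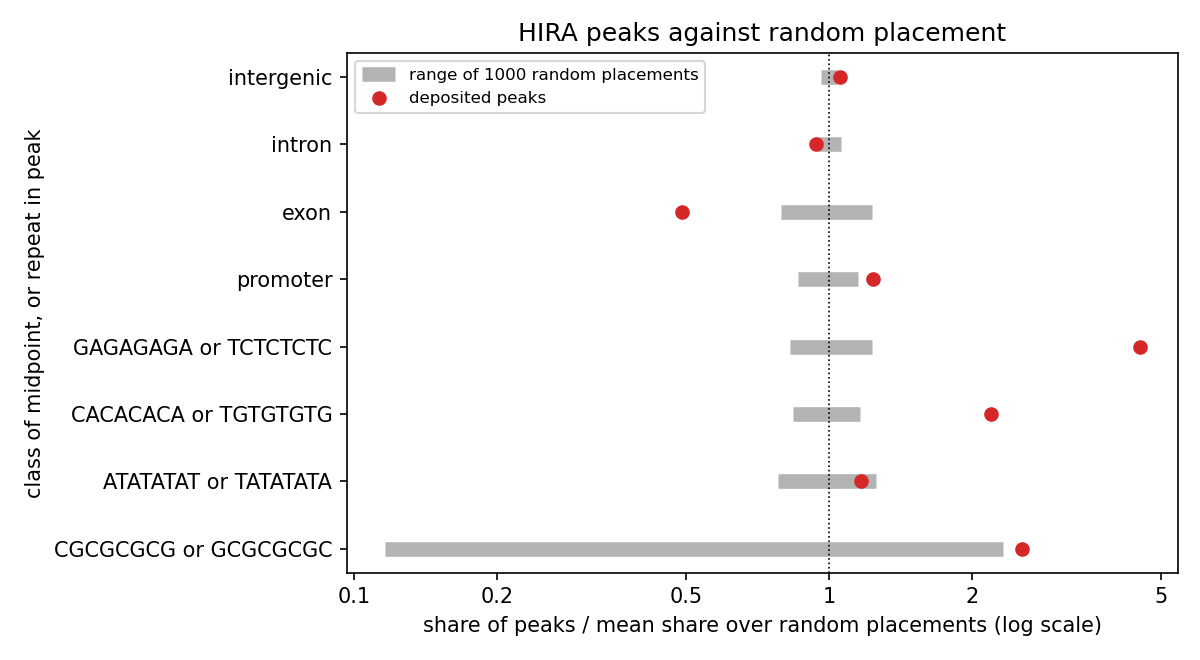
Points give the share of the 6624 peaks in each class of midpoint or with each 8-base repeat, divided by the mean share over 1000 random placements (log scale), and grey bars give the range of the placements. GAGAGAGA lies at 4.50 and CACACACA at 2.19, both outside the range, and exons lie at 0.491.

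Peaks were then assigned to genes. In all, 3875 GENCODE genes (6.99%) had a peak in the body or within 5 kb. Random placement gave 3954 on average (range 3763 to 4161), which did not differ from the list (ratio 0.980, permutation p = 0.162, adjusted p = 0.189). Among protein-coding genes there were 2438, below the random mean of 2586 (permutation test, adjusted p = 0.0014).

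Neighbouring peaks had a median distance of 273613 bases, against 276529 in the placements (ratio 0.989, permutation p = 0.422, adjusted p = 0.454). The ratio was 0.963 among the wider peaks (permutation test, adjusted p = 0.0396), and it changed direction on autosomes alone (1.00384) and with GC-matched placements (1.01), both short of the threshold. However, 303 of 6603 neighbouring pairs (4.59%, interval 4.11 to 5.12%) lay within 10 kb, 1.84 times the random mean of 2.49% (permutation p = 0.001, adjusted p = 0.0016). After merging within 1 kb this ratio was 1.39.

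The troponin genes Tnni2 and Tnnt3 were examined because the study found their expression raised without HIRA. Tnni2 (ENSMUSG00000031097.15) lies on chromosome 7 from 142441808 to 142444410 on the plus strand and Tnnt3 (ENSMUSG00000061723.18) from 142498836 to 142516009 on the plus strand. The body of neither gene held a peak. The nearest peak to both was at 142459187 to 142459848, which is 14.8 kb past the end of Tnni2 and 39.0 kb before the start of Tnnt3. From its midpoint to the start of Tnni2 it is 17.7 kb, and to the start of Tnnt3 39.3 kb. It is 960 bases before the start of Lsp1 (ENSMUSG00000018819.10, 142460809 to 142494867, plus strand). The midpoint is intergenic in GENCODE and inside Lsp1 in RefSeq. At 662 bases this peak ranked 21 by width. None of its 32-base words is multi-copy, and only 2 of the 21 peaks at least as wide have this property. It is 4.08% soft-masked and has a GC content of 50.3%. It holds 1 run of the repeat, GAGAGAGAGA at 142459615 to 142459624, within the sequence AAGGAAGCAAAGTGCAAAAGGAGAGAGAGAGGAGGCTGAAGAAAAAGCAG (142459595 to 142459644).

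**Figure D3:**
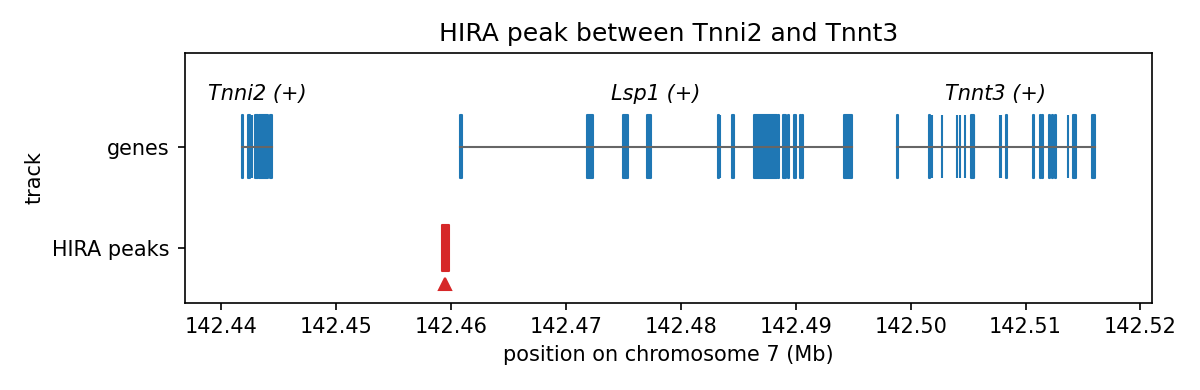
Map of chromosome 7 (position in Mb) with exons as blue blocks on the gene bodies and the HIRA peak in red with a triangle at its midpoint. The peak at 142459187 to 142459848 lies between Tnni2 and Lsp1, 960 bases before Lsp1.

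Epha3 is a receptor gene whose expression the study found reduced without HIRA. It lies on chromosome 16 from 63543534 to 63864175 on the minus strand (ENSMUSG00000052504.7) and had 2 peaks in its body. The peak at 63644143 to 63644324 is in intron 5 of 16. It begins with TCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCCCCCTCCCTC, holds 27 overlapping matches to the repeat, is 83.5% soft-masked, and has 61.6% multi-copy words. The peak at 63833401 to 63833647 is in intron 2 of 16 and begins with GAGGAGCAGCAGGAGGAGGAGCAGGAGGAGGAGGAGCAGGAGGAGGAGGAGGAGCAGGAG. It holds 0 matches to GAGAGAGA or TCTCTCTC, and 100% of its bases are soft-masked and 100% of its words multi-copy.

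**Figure D4:**
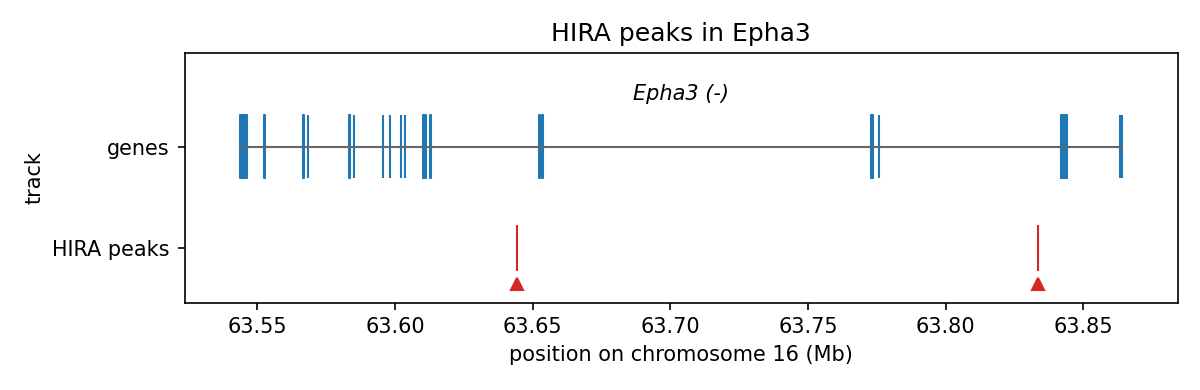
Map of Epha3 on chromosome 16 (position in Mb) with exons as blue blocks and the 2 HIRA peaks in red with triangles at their midpoints. Both peaks, at 63644143 and 63833401, lie in introns.

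Among the other loci assayed by the study, Slc9a3r1 (chromosome 11, 115163341 to 115181181) had 1 peak at 115173266 to 115173426 in intron 1 of 5. Abca4 (chromosome 3, 122044443 to 122180123) had 1 peak at 122142953 to 122143117 in intron 31 of 49. Both peaks are free of multi-copy words, and neither holds the repeat. The peak nearest to Popdc2 (chromosome 16, 38285937 to 38286107) was 76.1 kb away, in intron 1 of Nr1i2.

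Of the 19 genes fixed beforehand, 4 had a peak in the body and 8 in the body or within 5 kb. The share of all autosomal genes within 5 kb was 7.23%, but these genes were not matched for type or length. The median distance of the 19 genes was 14.8 kb, against a mean of 124 kb over random gene sets of like length (two-sided permutation p = 0.0182, adjusted p = 0.0255). As close was 1 of the 10000 sets. The genes are not independent, since Tnni2, Tnnt3 and Lsp1 share a nearest peak, as do Myh6 and Myh7. For several of them the study had examined the binding. Gata4 had a peak in its body, Myh6 at 1.49 kb, Myh7 at 2.08 kb and Nkx2-5 at 2.76 kb. Tbx5 was 112 kb from a peak. The changed genes Casq1, Acta1, Krt8, Krt19, Slc4a1 and Tnnt1 were between 49.6 and 390 kb from a peak.

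Wide peaks were also located. The widest, of 5806 bases on chromosome 17 at 39843006 to 39848811, overlaps Rn18s-rs5, which RefSeq lists as a pseudogene related to a ribosomal RNA. Others were a peak of 1576 bases in intron 127 of 145 of Syne1 (chromosome 10, 5081598 to 5083173), an intergenic peak of 1101 bases (chromosome 5, 16376973 to 16378073) and an intergenic peak of 867 bases (chromosome 1, 133594531 to 133595397). The share of multi-copy words was 14.5% in the widest and between 90.4 and 100% in the other 3. Words were looked up on the placed chromosomes of the assembly only, so copies missing from these were not counted. The 14.5% therefore does not show that the sequence of the widest peak is mostly single-copy in the cells. No peak was removed here as a possible artifact.

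Across the list, 5660 peaks (85.4%, interval 84.6 to 86.3%) held a multi-copy word, against 37.8% of the placements (range 36.7 to 39.1%, permutation p = 0.02, the smallest that 50 placements can give). In 2132 peaks (32.2%) every word was multi-copy, against 7.75% of the placements. Soft-masked bases made up 65.9% of the peaks and 35.7% of the placements (range 34.5 to 37.1%).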

Values the study reported

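The study reported 6625 HIRA peaks, of which 74% were distal intergenic and 22.5% intronic. It found the GAGAGAGA motif in 45% of the peaks, and it mapped the peaks to 2515 genes by the gene body and 5Kb around it. Its peak near the troponin genes was placed 17Kb from Tnni2 and 38Kb from Tnnt3, and elsewhere in the text 34Kb from Tnnt3.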

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

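The RefSeq, purine-run and single-copy alternatives were chosen after the results were seen, and the others before the data were examined. Of 102 alternative values for the answers, 83 counted as unchanged. Those with a test kept their direction and their side of the threshold. The number of peaks and the median width have no test, and their alternatives moved by less than 1.5 times. Another 6 fell short of the threshold, 4 newly passed it, 8 reversed and 1 count moved by more than 1.5 times. The ratio of the GAGAGAGA share to random placement stayed above 1 and past the threshold in all 11 counted alternatives, from 1.47 to 9.51. Of these 11, 1 counted purine runs in place of the repeat. Matches in unmasked sequence alone are not among them. Their ratio to random placement was 0.678 (permutation p = 0.027), or 1.28 per unmasked base (permutation p = 0.0579). The CACACACA ratio was above 1 and past the threshold in its 7 alternatives, from 1.24 to 3.44.

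Leaving soft-masked bases out of the chromosome length reversed both sex chromosome ratios, to 1.20 for X and 12.6 for Y. The construction shows the cause, since this length leaves out 96.3% of Y while peaks in soft-masked sequence still count. GC-matched placements reversed the promoter ratio to 0.909, took the CGCGCGCG ratio below the threshold at 1.23, and put the unchanged count of 3875 genes below the matched mean of 4297. Comparing only single-copy peaks with single-copy placements reversed the intergenic ratio to 0.751 and the intron ratio to 1.05 and left the ATATATAT ratio at 1.05, short of the threshold. With 1 mismatch allowed the ATATATAT ratio reversed to 0.810, and it also fell short among the wider peaks (1.07) and after merging (1.15). The median spacing ratio of 0.989 changed direction on autosomes alone (1.00384) and with GC-matched placements (1.00886), each time short of the threshold. The causes of the ATATATAT and spacing changes were not tested.

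With the wider peaks alone the intergenic ratio was 1.03 and short of the threshold, the median spacing ratio was 0.963 and past it, and 2089 genes had a peak, against 3875. The median distance of the 19 genes was then 132 kb and short of the threshold. This list holds fewer peaks (3233), which by construction lowers the gene count and raises the distances, and the random gene sets rose from 124 to 262 kb. The 19 genes rose further, from 14.8 to 132 kb, so that their ratio to the random mean went from 0.119 to 0.503. The cause of this further rise and of the other changes was not tested. The gene count was below random placement and past the threshold for gene bodies alone (2509) and for protein-coding genes (2438), and the cause was not tested.

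For single genes, 26 of 57 distances changed. None of the 19 did after merging, 12 did when measured to the transcript start, and 14 did with the wider peaks. Slc9a3r1 and Abca4 lost their intronic peaks in the wider list, with the nearest peak at 669 kb and 294 kb. Gata4 lost the peak in its body, with the nearest at 815 kb, and the distances of Myh6, Myh7, Nkx2-5 and Tbx5 rose to 37.8, 10.1, 7.76 and 257 kb. Tnni2, Tnnt3 and Lsp1 kept the same distances there. No paired analysis was possible because there is 1 ChIP library. The depth of the reads is unknown, so whether weaker sites were missed cannot be judged.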

Other observations

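The tests per soft-masked or unmasked base, of purine runs, of the intergenic share by copy number, of promoters against GC content, of the excess of multi-copy sequence, and of subsets of the fixed genes were chosen after the results were seen. No biological explanation was tested, because the design has 1 group.

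The share of peaks with GAGAGAGA or TCTCTCTC was 16.0%. That is lower than the value quoted from the study above. The share here counts exact 8-base matches. The study displayed its motif as a matrix of base frequencies, and the rule by which it counted a match is not known, so the definitions may differ. With 1 mismatch allowed the share was 35.7%. The number of genes with a peak in the body or within 5 kb was 3875. That is higher than the value quoted from the study above, but it covers all 55413 GENCODE genes of every type. The study related its count to a genome of far fewer genes, close in number to the 21938 protein-coding ones. Among protein-coding genes the count was 2438, which is slightly lower than the value of the study. The intergenic share was 54.6%, or 62.2% with protein-coding genes alone. Both are lower than the value quoted from the study above. The intronic share was 36.2%. That is higher than the value quoted from the study above. The study named its class distal intergenic, and its text does not state the rules of its classes, so these definitions may differ too.

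GAGAGAGA was in 4.50 times as many peaks as random placement gave. GC content as the whole cause is argued against by GC-matched placements, where the ratio was 4.09. Peak width was already matched, because each placement kept the width of its peak. In the peaks of at most the lower quartile width the ratio was 5.0, so the excess was not confined to wide peaks. An equal excess of all dinucleotide repeats is argued against by CACACACA, whose ratio of 2.19 is lower. Multi-copy sequence as the whole cause is argued against by single-copy peaks, with a ratio of 4.66 against single-copy placements. Most of the peaks with the repeat (1042 of 1063) held it in soft-masked sequence. Soft-masking marks repeats, so the repeat can be masked because it is one. In the placements too, 2.85% held a soft-masked match, of 3.56% with any match. In unmasked sequence the ratio of counts was 0.678, but per unmasked base it was 1.28 (permutation p = 0.0579). Whether the excess is confined to soft-masked sequence therefore cannot be told apart. A larger amount of soft-masked sequence does not account for the excess, because per soft-masked base the ratio was still 2.98. The GA repeat alone does not describe it either. Runs of 24 purines or pyrimidines in peaks without GAGAGAGA were 5.20 times as frequent as in the placements, while runs of 24 A or C bases without CACACACA were 1.68 times. A candidate explanation is that the list is enriched for long purine tracts, of which GAGAGAGA is 1 form. Among single-copy peaks the purine runs without GAGAGAGA (3.25, 35 peaks) and the A and C runs without CACACACA (3.47, 25 peaks) had like ratios, while among peaks with a multi-copy word these were 3.01 and 0.820. Among single-copy peaks the ratios of the repeats themselves were 4.66 for GAGAGAGA and 3.44 for CACACACA, with 29.0 and 13.0 for their 12-base forms. The ratio was higher for CGCGCGCG (7.53), but this rests on 5 of 964 single-copy peaks and was not matched for GC content. In the 5660 peaks with a multi-copy word the ratios were 3.06 for GAGAGAGA, 1.48 for CACACACA and 1.20 for CGCGCGCG. The 12-base forms of GAGAGAGA and CACACACA had ratios of 4.38 and 1.76 there. Whether these ratios differ from each other was not tested. Whether such tracts were enriched by HIRA, by the antibody or in sequencing stays open, as the input reads were not analysed here.

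A multi-copy word was found in 2.26 times as many peaks as placements. The sex chromosomes do not account for this, since the ratio on autosomes was 2.40, and neither does GC content, since the ratio to GC-matched placements was 2.22 and above all 50 of them. Arbitrary placement of reads that align to several places stays open. In 32.2% of peaks every 32-base word was multi-copy, but without reads it cannot be told apart from binding at repeats. In all, 4758 peaks (71.8%) shared a word with another peak. The word most often shared, apart from simple repeats with a period of up to 6 bases, was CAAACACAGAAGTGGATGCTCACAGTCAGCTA. It was chosen after its count was seen. It was in 220 peaks, against 13.3 predicted from its 30919 copies in the genome, a ratio of 16.5.

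More peaks were intergenic than random placement gave. This excess may come from the mix of sequence, because it was absent in both parts of the list. Among peaks and placements with a multi-copy word the intergenic ratio was 0.928, and among single-copy ones it was 0.751. Multi-copy sequence is itself more often intergenic (62.6% of such placements, against 45.6% of single-copy ones). The location still differed from random placement within each part, and also with GC-matched placements, where the intergenic ratio was 1.11. The promoter excess may come from GC content, since the ratio to GC-matched placements was 0.909. Among single-copy peaks 16.4% lay at promoters, 2.40 times the single-copy placements, and this was not matched for GC content.

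Neighbouring peaks were within 10 kb 1.84 times as often as in random placement. Splitting of single regions as the whole cause is argued against by the merged list, where the ratio was 1.39 and above every placement, and GC content by GC-matched placements (1.75). Multi-copy sequence stays open. Among single-copy peaks the ratio was 2.87, but this rests on 12 of 944 neighbouring pairs, a number that 1 or more placements also reached.

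The 19 fixed genes were closer to a peak than genes of like length. Protein-coding genes in general do not account for this, since no random set of protein-coding genes was as close. The share is 0.01% with the fixed set itself counted, the smallest the sets can give. The choice of genes by the study may account for it, since the binding at several of them was examined there. Leaving those genes out cannot decide this. Some of them, such as Tnni2 and Epha3, were picked for their expression, and Popdc2 as a locus not bound by HIRA. For the 11 genes that remain without the loci whose binding the study examined, 28.6% of random sets were as close. These 11 were not alike. The 5 cardiac genes with unchanged expression had a median of 2.08 kb, with 0.65% of random sets as close. These distances depended on the list, and with the wider peaks alone 3 of them were between 7.76 and 37.8 kb from a peak, Tbx5 257 kb and Gata4 815 kb. The 6 changed contractile and structural genes had a median of 163 kb in the full list, with 66.1% as close. Tnni2 and Tnnt3 changed too and are nearer to a peak (14.8 and 39.0 kb), but they are left out of these 6 because they were assayed for binding. With both included the median of the 8 genes was 107 kb, with 31.05% as close. The difference between these small sets was not tested, and Myh6 and Myh7 share a peak.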
